A study of Mus musculus with 16 samples. Its data were reported in "Liver-specific FGFR4 knockdown in mice on an HFD increases bile acid synthesis and improves hepatic steatosis" (2022).

How the data were processed

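The deposited data are a table of estimated counts for 52143 Ensembl mouse genes in 16 liver libraries, 4 in each of 4 groups given by the labels (Chow, Chow/FGFR4 KD, HFD, HFD/FGFR4 KD). According to the methods of the study, the authors pseudoaligned reads to the mouse transcriptome with kallisto and summed transcript estimates to genes with tximport, which gives expected counts that need not be whole numbers. The transcriptome release was not stated. Between 7.85% and 11.1% of the cells of a library were not whole, and no scaling or filter was seen in the table, in which 27199 genes were at 0 in every library. Symbols were found for 98.3% of the gene identifiers, and positions are in GRCm38.

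Genes with under 1 CPM (counts scaled to library size) in more than 4 libraries were left out, which kept 11324. Counts were scaled with TMM factors (edgeR 4.0.16) and analysed with limma-voom (limma 3.58.1, R 4.3.3) in a model with a mean for each group and all 16 libraries, so that the groups share an estimate of the spread. The comparisons were KD on HFD, KD on chow, HFD in saline-injected mice, and the difference between the KD effects. A gene was called at p under 0.05 with a Benjamini-Hochberg adjusted p under 0.25, the threshold of the study, and the count at an adjusted p under 0.05 is given beside it. CPM values use the TMM factors. Total counts per library, from 3445949 to 5976449, set the precision, and a value at or under 3 counts was treated as the floor.

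Lists of genes were tested with fry, and with camera as an alternative, and adjusted together over 80 tests. A list needed 3 genes that passed the filter, which left 20 lists. Principal components came from log2 CPM (prior count 2) of the 500 most variable genes, with exact permutation tests of the scores. For the comparison of diet with KD effects, 100 sets of HFD libraries without a KD effect were simulated. All HFD libraries, controls included, were redrawn from the mean of each gene over them, each gene independently.

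The genes named in the report follow a rule. They are genes on a list drawn up from the text of the study, and for each comparison at most 5 rising and 5 falling genes with the smallest p among those called whose libraries do not overlap between the groups, without predicted genes and genes under 1 CPM on average. Genes outside the rule are said to have been chosen after their values were seen. That list was meant to hold genes the study names for the liver. It also held *Abcc4*, which its text does not name and which was too low to be tested. The samples, tests, naming rule and the alternatives except those said to be added later were fixed before the data were examined.

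Alternatives were edgeR's quasi-likelihood test, DESeq2 1.42.0 on counts rounded to whole numbers, a filter of 1 CPM in at least 4 libraries, no filter, scaling by library totals or upper quartiles, library quality weights, only the groups compared, a replicate block, a stricter threshold and leaving out each library. Added after the data were seen were the removal of Gm42418 and Lars2 before scaling, the removal of a trend on GC content and transcript length, and leaving out libraries in the comparison of diet with KD effects. Shared sequence was measured as the percentage of 31-base words of a gene's transcripts that occur in transcripts of other genes.

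The pipeline was tested on simulated counts with 200 genes changed 2-fold, of which 195 passed the filter of 11196 simulated genes. Limma-voom recovered 83.6% of them at the threshold of the study, with 23.8% of its calls false, and 71.8% at an adjusted p under 0.05, with 5.4% false. In a comparison with no changed gene it called 1 gene. Among 100 unchanged lists of 20 genes, fry gave 6 a p under 0.05. Libraries were checked for duplicates over 7385 genes with more than 20 counts in every library: the 24 pairs of libraries within a group gave a chi-square per degree of freedom from 7.61 to 72.7, where copies of the same RNA counted again give a value near 1. Python 3.11.15 was used for preparation, sequence words and figures. Male sex was checked, with at most 2 counts of *Xist* and at least 160 of *Ddx3y* in every library.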

Results

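Liver RNA was sequenced from 16 male C57BL/6J mice in 4 groups of 4. Mice were fed chow or a high-fat diet (HFD) for 12 weeks and were injected every 2 weeks with saline or with 3 mg/kg of an siRNA against *Fgfr4*. The siRNA carried N-acetylgalactosamine, a sugar taken up by hepatocytes, so that the knockdown (KD) was aimed at the liver. The groups are named Chow, Chow/FGFR4 KD, HFD and HFD/FGFR4 KD. Control mice received saline and no other siRNA, so an effect of the siRNA as such could not be separated from the loss of FGFR4. Estimated counts were available for 52143 genes. Total counts per library ranged from 3445949 to 5976449, and the lowest total belonged to HFD/FGFR4 KD 4. A single gene, Gm42418, took between 11.07% of counts in HFD 1 (95% Wilson interval 11.04 to 11.09) and 22.7% in Chow 4 (22.66 to 22.73). These intervals cover counting error only. After low expressed genes were left out, 11324 genes were tested.

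The siRNA target was examined in every library before any comparison. *Fgfr4* (ENSMUSG00000005320) is a protein-coding gene on chromosome 13, from 55152640 to 55168759 in GRCm38. Its level was 29.7 ± 4.57 CPM (counts scaled to library size; mean ± SD, n = 4) in Chow and 4.78 ± 1.60 CPM in Chow/FGFR4 KD. On HFD it was 25.7 ± 4.25 CPM without KD and 3.74 ± 1.35 CPM with KD. The highest KD library had 6.17 CPM and the lowest control library had 21.8 CPM, so all 8 treated libraries lay below all 8 control libraries. Counts behind these values ran from 10 to 32 in treated libraries and from 99 to 209 in controls. The mean remaining level was 16.1% on chow and 14.6% on HFD. With limma-voom and Benjamini-Hochberg adjustment, *Fgfr4* fell by 2.62 on the log2 scale on chow (SE 0.263, adjusted p 0.000223) and by 2.78 on HFD (SE 0.270, adjusted p 9.06e-05). The difference between the diets was -0.16 (SE 0.377, adjusted p 0.967).

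**Figure D1:**
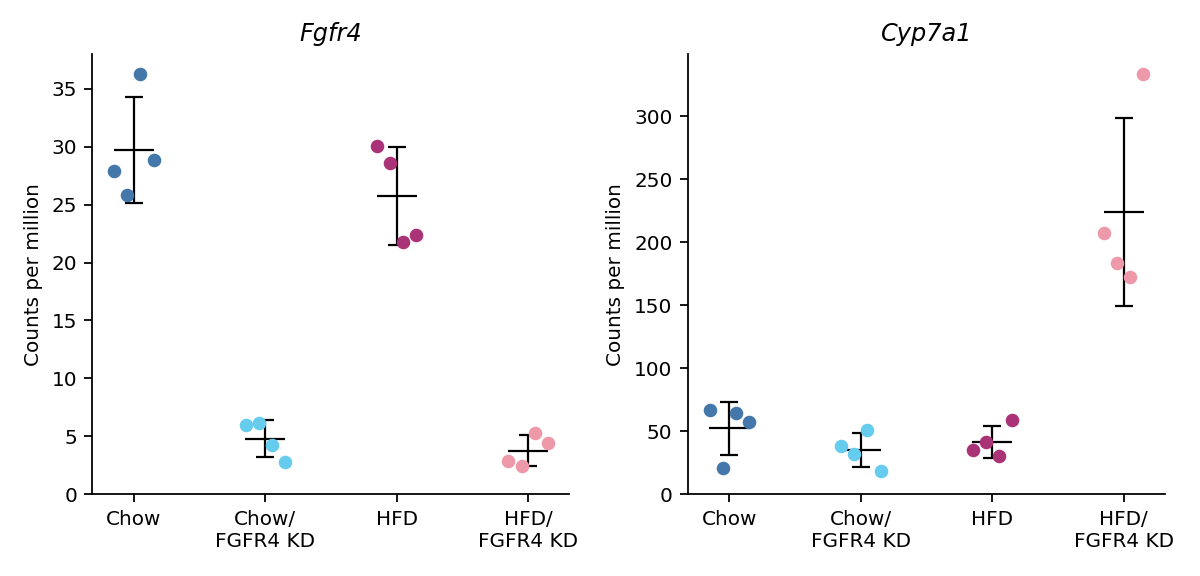
CPM (scaled counts) of Fgfr4 (left) and Cyp7a1 (right) in each of the 16 libraries, with 1 point per library and the mean and SD of each group in black. Fgfr4 lay at 6.17 CPM or below in every KD library, and Cyp7a1 lay at 172 CPM or above in the HFD/FGFR4 KD libraries only.

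Principal components of the 500 most variable genes were used to ask what separated the libraries. Component 1 held 46.1% of the variance and separated the diets (exact permutation test, two-sided, p 0.000311, adjusted p 0.00187 over 6 tests). KD moved neither component 1 on HFD (exact permutation test, adjusted p 0.720) nor on chow (exact permutation test, adjusted p 0.720). Component 2 held 10.5% of the variance and separated none of the groups, with adjusted p-values of 0.457 for KD on HFD, 0.457 for KD on chow and 0.870 for diet by the same exact permutation test. HFD/FGFR4 KD 1 had a component 1 score of -6.33, within the range of the chow libraries, whereas the other 3 libraries of its group scored from 16.7 to 20.6. The HFD controls were uneven as well, with HFD 1 at 25.7 and HFD 3 at 30.4 against HFD 2 at 5.97 and HFD 4 at 9.64. The adjusted p for diet stayed between 0.000932 and 0.0028 when each library was left out in turn.

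**Figure D2:**
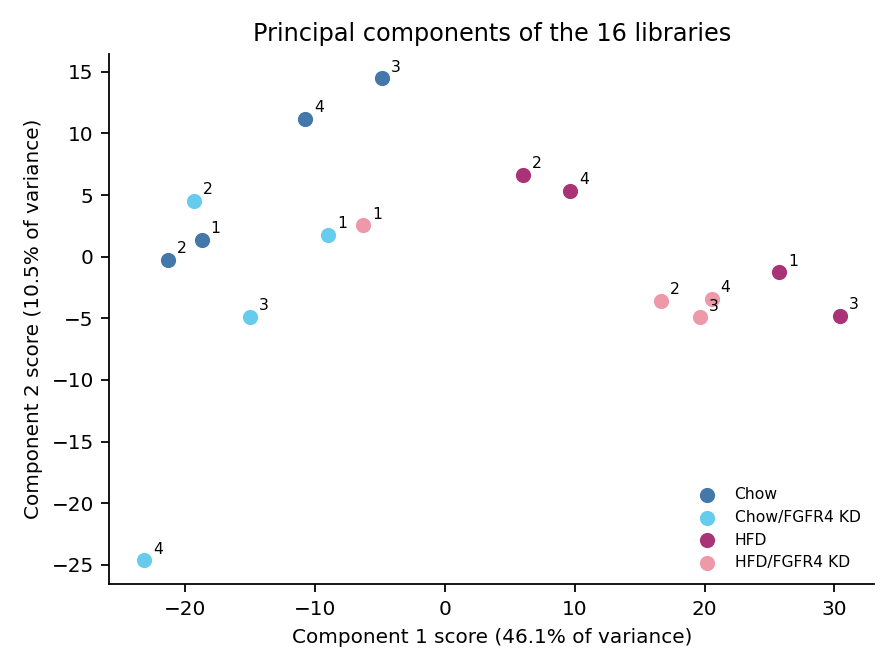
Scores of the 16 libraries on components 1 and 2, coloured by group and numbered by replicate. Chow libraries have scores from -23.2 to -4.84 on component 1 and HFD libraries from 5.97 to 30.4, except HFD/FGFR4 KD 1 at -6.33.

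The effect of FGFR4 KD in mice on HFD was the main question of the study. At p under 0.05 with a Benjamini-Hochberg adjusted p under 0.25 in limma-voom, 356 genes changed, of which 170 were higher and 186 lower. At an adjusted p under 0.05 the number was 31. Weighting the libraries by their quality moved this count most upward, to 776 genes. Leaving out single libraries gave from 89 genes (without HFD 3) to 622 genes (without HFD 2), and without HFD/FGFR4 KD 1 the count was 137. Of the 35 ways to divide the 8 HFD libraries into 4 and 4, 3 gave as many genes, the real division included, so the count itself did not stand apart from chance division. The median division gave 0 genes. The other divisions with as many gave 411 and 357, and each set HFD 1 and HFD 3 against HFD 2 and HFD/FGFR4 KD 1. These libraries also lay apart on component 1, so differences between mice other than KD can give such counts. In 735 genes, or 6.49% of those tested, all 4 libraries of one group lay above all 4 of the other, where chance gives 2.86%.

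*Cyp7a1* (ENSMUSG00000028240; chromosome 4, 6265612 to 6275633, protein-coding) encodes the enzyme that starts bile acid synthesis. With KD on HFD it rose from 41.4 ± 12.8 CPM to 224 ± 74.5 CPM (n = 4 each), a log2 change of 2.45 (SE 0.326, limma-voom adjusted p 0.00276). It was higher in 4 of 4 libraries than in any HFD control. The change ranged from 2.24 to 2.62 when each library was left out, with adjusted p-values from 0.00386 to 0.0217.

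Other genes that rose with KD on HFD belonged to cholesterol synthesis. *Tm7sf2* (ENSMUSG00000024799; chromosome 19, 6062821 to 6068373) went from 68.6 ± 2.86 to 116 ± 3.76 CPM (n = 4), a log2 change of 0.75 (SE 0.0763, limma-voom adjusted p 9.06e-05). *Idi1* (ENSMUSG00000058258; chromosome 13, 8885501 to 8892451) rose by 1.18 (SE 0.173, adjusted p 0.00741). For *Nsdhl* (ENSMUSG00000031349; chromosome X, 72918557 to 72958514) the log2 change was 0.85 (adjusted p 0.00995), and for *Cyp51* (ENSMUSG00000001467; chromosome 5, 4081145 to 4104746) it was 1.03 (adjusted p 0.00995). All are annotated as protein-coding. Of the 31-base words in *Idi1* transcripts, 18.8% also occur in transcripts of other genes, which makes its counts less certain. The share was 12.9% for *Tm7sf2*.

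Among genes that fell, *Ndufa5* (ENSMUSG00000023089; chromosome 6, 24518666 to 24528013, protein-coding) went from 34.8 ± 2.12 to 14.2 ± 1.52 CPM (n = 4), a log2 change of -1.28 (SE 0.130, limma-voom adjusted p 9.06e-05). The same gene had a log2 change of -0.52 on chow, which did not pass the adjustment (p 0.000522, adjusted p 0.976). *Ppp2r1b* (ENSMUSG00000032058) changed by -0.84, *Cisd1* (ENSMUSG00000037710) by -0.85 and *Hadhb* (ENSMUSG00000059447) by -0.55, with adjusted p-values of 0.00995, 0.018 and 0.018. For *Hadhb*, 23.3% of the transcript words are shared with other genes.

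A list of genes drawn up from the text of the study held 47 that could be tested here. With KD on HFD 22 of them changed at the threshold used over all genes, 11 higher and 11 lower. Adjusted over the list alone, 23 had an adjusted p under 0.05, a stricter threshold over fewer genes. That second count is not independent evidence, since the list was picked from these libraries. *Igfbp2* rose by 1.42 (SE 0.275, limma-voom adjusted p 0.0453) and *Abcb11* by 0.74 (SE 0.148, adjusted p 0.0453). *Irs1* changed by 0.53 and did not pass (adjusted p 0.375). The FGFR4 partner *Klb* changed by 0.08 (adjusted p 0.873).

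On chow, the same comparison asked whether KD acts without the diet. A single gene, *Fgfr4*, was called (1 of 11324), and 519 genes had an unadjusted p under 0.05. Library totals as the only scaling gave the largest count, 3. Non-overlapping groups were seen in 285 genes or 2.52%, where chance gives 2.86%. *Cyp7a1* was 52.1 ± 21.4 CPM in Chow and 34.8 ± 13.5 CPM in Chow/FGFR4 KD (n = 4), a log2 change of -0.56 (SE 0.373, limma-voom adjusted p 0.976). When a library was left out, this change ranged from -0.94 (without Chow 2) to -0.30 (without Chow/FGFR4 KD 4). The lowest limma-voom adjusted p in those fits was 0.686. In Chow/FGFR4 KD 4 the acute-phase gene *Saa2* was at 2378 CPM, 20.1-fold over the next library, and without this library 1 gene was called again. *Saa2* was named after its values were seen.

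Whether KD acted differently on the diets was tested as an interaction. The 4 genes past the threshold were *Tm7sf2* (log2 difference 0.91, SE 0.109, adjusted p 0.00254), *Cyp7a1* (3.01, SE 0.495, adjusted p 0.0764), *Idi1* (1.33, SE 0.245, adjusted p 0.139) and *Gm21897* (2.42, SE 0.419, adjusted p 0.0894), all from limma-voom. The last was named after its values were seen. *Gm21897* (ENSMUSG00000094472; chromosome 16, 15317458 to 15318957) shares 93.3% of its transcript words with other genes, and no group exceeded a mean of 4.78 CPM. Unadjusted p-values under 0.05 were found for 765 genes. When a library was left out, *Cyp7a1* lost its call without HFD 1 (adjusted p 0.254), *Idi1* in 8 of 16 fits and *Gm21897* in 4 of 16, while *Tm7sf2* was called in all 16. Scaling by library totals left 0 genes with 761 at an unadjusted p under 0.05, and DESeq2 gave 28. As 10 of 100 divisions of the libraries within each diet gave at least 4 genes, this count too did not stand apart from chance. Over the 47 genes of the list from the study, 3 were called at the threshold used over all genes, and 13 had an adjusted p under 0.05 when adjusted over the list alone.

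The diet itself was compared in saline-injected mice. HFD changed 2939 genes (1506 higher, 1433 lower), and 1042 at an adjusted p under 0.05. Testing all genes with any count gave the highest number among the alternative settings, 5324. In 1822 genes, or 16.1%, the groups did not overlap, where chance gives 2.86%. *Gpc1* (ENSMUSG00000034220; chromosome 1, 92831645 to 92860779) rose from 4.67 ± 0.975 to 41.2 ± 6.53 CPM (n = 4), a log2 change of 3.10 (limma-voom adjusted p 0.000103). *Ces2a* (ENSMUSG00000055730; chromosome 8, 104734003 to 104741634) went from 357 ± 19.1 to 68.6 ± 16.6 CPM, a log2 change of -2.42 (adjusted p 3.28e-07), although 30.2% of its transcript words are shared with other genes. *Apoa4*, *Serpina6*, *Glul* and *Slc17a4* were the other rising genes with the smallest p-values, at log2 changes from 0.76 to 4.12. Of these, *Glul* shares 19.7% of its words with other genes. *Elovl3*, *Slco2a1*, *Cyp2c29* and *Ugt2b5* were the other falling ones, from -2.80 to -0.65, and *Ugt2b5* shares 56.4% of its words with other genes. *Cyp7b1* changed by -2.54 (SE 0.592, adjusted p 0.0139) and *Cyp2c70* by -1.65 (SE 0.346, adjusted p 0.00777). When library totals were the only scaling, 4306 genes were called and 92.1% of them were higher, against 51.2% with TMM, because that scaling moved the median of all genes by 0.29 on the log2 scale.

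Lists of genes were tested as sets with fry, adjusted over 80 tests (20 lists in 4 comparisons), and 15 were called at an adjusted p under 0.05. Camera with a preset correlation moved this most upward, to 40, among them 13 of the 15. With an estimated correlation camera called 0, and 18 of the 80 tests had an unadjusted p under 0.05. With KD on HFD, the 20 genes of cholesterol synthesis had a median log2 change of 0.78 (fry adjusted p 0.0094) and all 20 were higher. Singly, 14 of them were called over all genes, and 17 had an adjusted p under 0.05 when adjusted over the list alone. On chow their median was -0.09 (adjusted p 0.663), and the difference between diets had a median of 0.86 (adjusted p 0.0256). When a library was left out, the list was called on HFD in all 8 fits, and the difference lost its call in 3 of 16, with an adjusted p up to 0.0575 without HFD/FGFR4 KD 3. Under other settings the list lost its call on HFD in 3 of 9, with an adjusted p up to 0.174. The difference lost its call in 3 of 8 such settings, with an adjusted p up to 0.186. Without the genes the study picked, the median on HFD was 0.67 (adjusted p 0.0445) and the difference between diets no longer passed (0.81, adjusted p 0.0849).

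**Figure D3:**
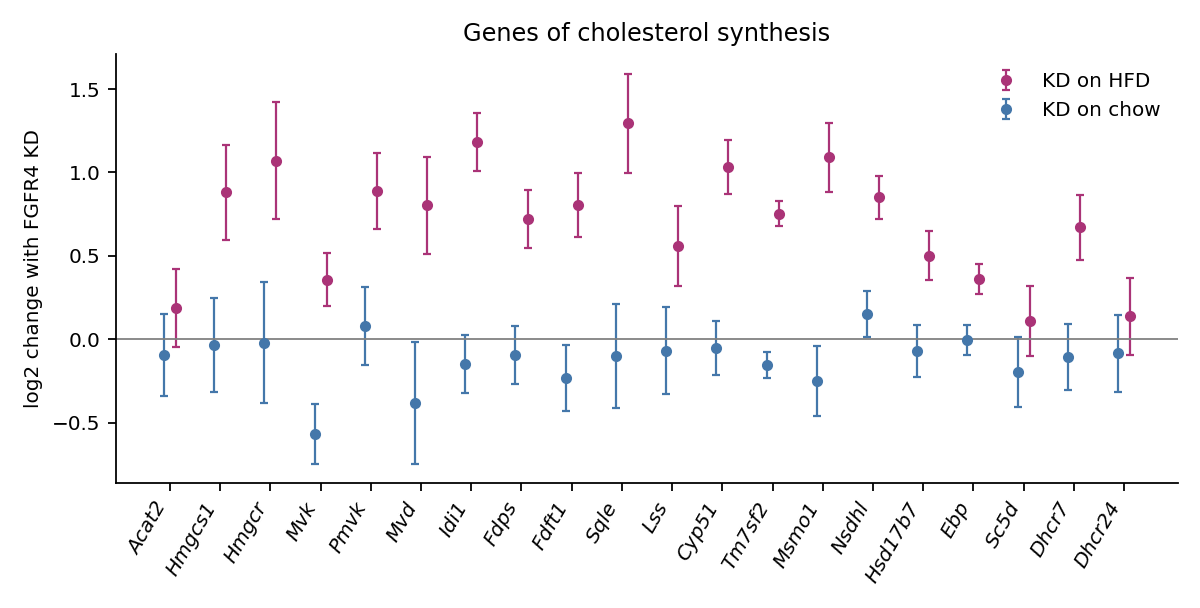
Change with FGFR4 KD (log2, points) and its standard error (bars) for 20 genes of cholesterol synthesis, on HFD and on chow. All 20 points lie above 0 on HFD, with a median of 0.78.

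With KD on HFD, fatty acid oxidation genes fell by a median of 0.35 (fry adjusted p 0.0319), with 0 of 29 higher, but the call was lost without the study's own genes (adjusted p 0.0831). Interferon response genes fell by 0.43 (adjusted p 0.0256). A list of adipocyte genes fell by 1.57 (adjusted p 0.0302), with 3 of its 7 genes tested. These were *Cfd* (-1.571), *Cidec* (-2.295) and *Car3* (-0.34, limma-voom p 0.0843), named after their values were seen. *Adipoq*, *Plin1*, *Lep* and *Retn* were too low to be tested, so the result concerns the tested genes and not adipocytes. Without the filter 6 genes were tested, and this list fell by 0.035 (adjusted p 0.392). Clock genes high in the light phase had a median of 1.05 (adjusted p 0.0256). A list of 6 genes around the bile acid receptor FXR (*Nr1h4*, *Nr0b2*, *Nr5a2*, *Hnf4a*, *Cyp8b1* and *Abcb11*) had a median of 0.12 (fry adjusted p 0.0315). For the difference between diets its median was 0.34 (fry adjusted p 0.0302). Singly, only *Abcb11* was called with KD on HFD (log2 change 0.74, limma-voom adjusted p 0.0453). The others had a limma-voom adjusted p of 0.695 or more, so the list does not show a response of FXR or its partners as such. These 5 lists were less stable when a library was left out. The light-phase median was 0.52 without HFD 4 (adjusted p 0.0716), and its call was lost in 4 of 8 fits. The FXR list had a median of 0.07 without HFD/FGFR4 KD 4 and lost its call in 5 of 8 fits, and its difference between diets was 0.20 without HFD 4 and lost its call in 8 of 16. The interferon and adipocyte lists each lost their call in 5 of 8 fits and the fatty acid oxidation list in 6 of 8. On chow 0 of 20 lists were called at this threshold, and the smallest unadjusted p there was 0.034, for bile acid synthesis (adjusted p 0.129).

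HFD in control mice changed 7 lists. An index of clock genes separated the 4 HFD from the 4 chow controls (exact permutation test, two-sided, p 0.0286, adjusted p 0.0857 over 3 tests), so clock phase and diet were confounded in this comparison. By the same test the index differed by 1.13 with KD on HFD (p 0.0571, adjusted p 0.0857), so the clock may bear on that comparison too. With KD on chow it differed by 0.57 (adjusted p 0.143). Light-phase clock genes fell by a median of 1.89 (fry adjusted p 0.000414) and dark-phase clock genes rose by 1.22 (adjusted p 0.00546). Male-biased liver genes fell by 2.68 (adjusted p 0.00888), with 0 of 15 higher. The fall was uneven among the HFD controls, with a mean log2 level of -2.82 in HFD 1 and -2.59 in HFD 3. In HFD 2 it was -0.16 and in HFD 4 -0.50, still below the lowest Chow library at 0.635. Macrophage genes rose by 1.08 (adjusted p 0.00861) and interferon genes by 0.67 (adjusted p 0.017). The insulin axis fell by 0.90 (adjusted p 0.00888). For the FXR list the median was -0.24 (adjusted p 0.0241), and its direction turned with library totals as the only scaling. Without HFD 4 it was -0.14, and its call was lost in 3 of 8 fits without a library.

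**Figure D4:**
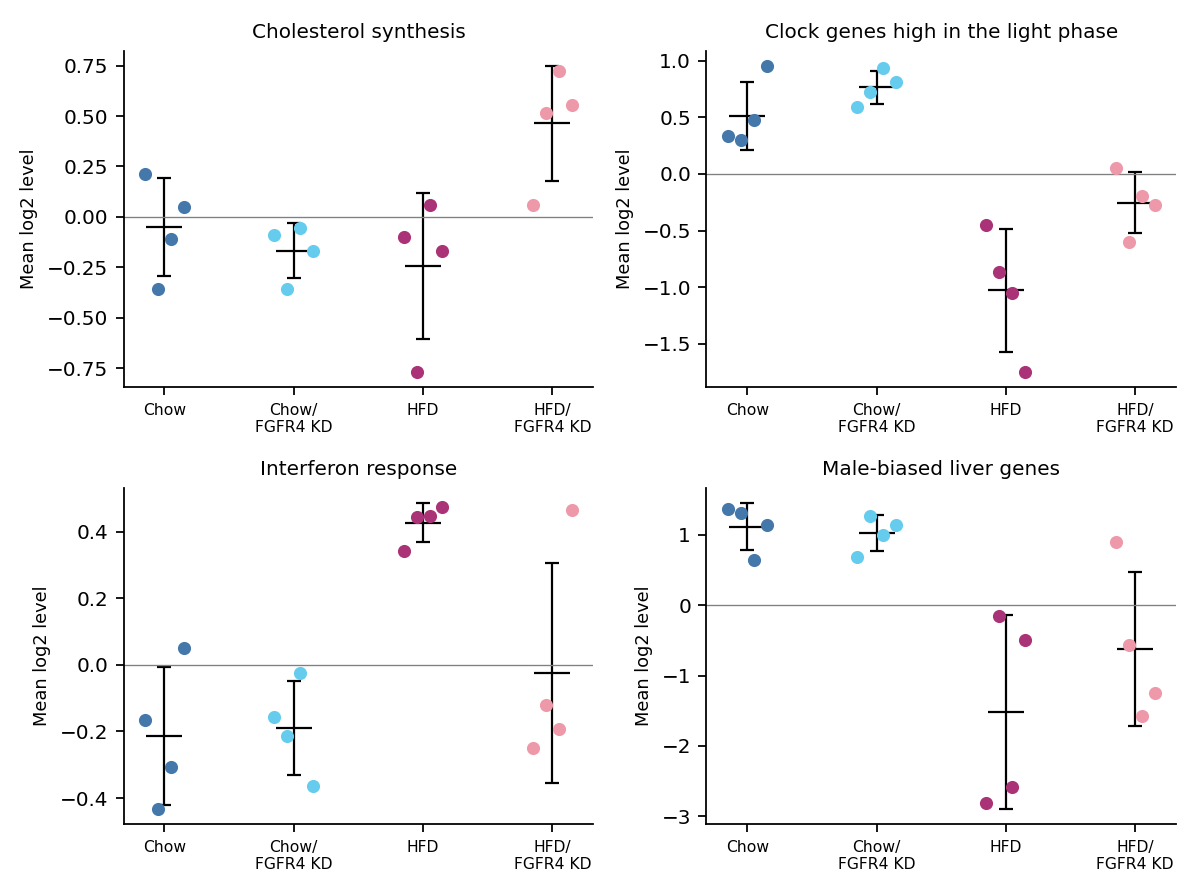
Mean log2 level of 4 gene lists in each library, centred over all libraries for each gene, with the mean and SD of each group in black. The light-phase clock genes lay at 0.06 or below in all 8 HFD libraries and at 0.30 or above in all 8 chow libraries.

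The changes with diet and with KD on HFD were compared across genes, which are not independent replicates. Among the 2939 diet genes, Pearson's r was -0.66 and KD moved 85.3% back toward chow. Both comparisons use the HFD controls, and simulated HFD libraries with no KD effect gave a mean r of -0.38 (from -0.48 to -0.25) and 67.9% moved back. With the HFD controls divided so that no library was shared, the mean r over 6 orders was -0.38, from -0.60 to 0.09. Without HFD/FGFR4 KD 1 the observed r was -0.40. Of 70 assignments of the HFD libraries to control and KD, 20 gave an r as low, so the correlation was not separated from chance. Of the 356 genes changed by KD on HFD, 222 were also diet genes and 219 of these moved in opposite directions. The shared HFD controls favour opposite directions in genes called in both comparisons. No simulated value was made for this set, so its share cannot be read as a reversal by KD.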

Values the study reported

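The study kept 12,870 genes in liver and reported that 274 of them changed with FGFR4 KD in mice on HFD. By quantitative PCR it gave a fall of *Fgfr4* of 3.2-fold on chow and 10.8-fold on HFD, and a rise of *Cyp7a1* of 6.1-fold with KD on HFD.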

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

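Chosen only after their results were seen were the tests of library scaling, of depth in HFD 4, of the second measure of the diet label of HFD/FGFR4 KD 1, of scaling in the difference between diets and of a single library deciding the cholesterol difference. A library was taken as apart when its gap to the nearest of the other 3 in its group, over the range of the group, exceeded Dixon's critical value for 4 samples at the 95% level. This held in 9 of 236 groups of values, where chance gives 11.8, so their number is no more than chance gives, which says nothing about any single value. The scaling test replaced an earlier one that could not have come out either way, and it asks whether the gap over the range stays above the same limit with library totals only.

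HFD/FGFR4 KD 1 was apart from its group in 3 of the 9: its score on component 1 was -6.33, *Abcc3* was at 114 CPM and *Slc17a4* at 42.5 CPM. Scaling of the library argues poorly for these, since with library totals the ratios stayed at 0.902, 0.851 and 0.909. Its counts also differed more from the others of its group, with a chi-square per degree of freedom from 48.1 to 72.7 against 7.61 to 16.7 among the other 3. Pairs in other groups reached 59.0 (HFD 2 and HFD 3) and 56.6 (HFD 1 and HFD 2), so only the 72.7 of HFD/FGFR4 KD 1 lay beyond them. A chow library with the wrong diet label stays open. Its position on genes changed by diet, with 0 for chow and 1 for HFD, was 0.286, below the highest chow library at 0.337, while the other libraries of its group lay from 0.735 to 0.794. In the second measure it lay beyond all chow controls on the HFD side in 33.9% of 940 diet genes, against 8.94% to 17.98% in the Chow/FGFR4 KD libraries and 64.6% to 78.5% in the others of its group. The limit set for that measure was 2-fold over the highest Chow/FGFR4 KD library, and the library stayed just under it. A limit at the mean plus 3 SD of those libraries was also tried after the value was seen, and the library lay above that one, so the reading of this measure depends on the limit. Other values point the other way. On all 10 genes named for the diet comparison it lay beyond every chow library on the HFD side, as the other 3 of its group did, against at most 4 of 10 in a Chow/FGFR4 KD library, and its *Cyp7a1* was at 207.5 CPM. These are a single library and the strongest diet genes, counted after the tests above, so they weaken the wrong label without excluding it. A mouse that responded less to HFD is the biological alternative, and it was not tested.

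*Akr1d1* in Chow/FGFR4 KD 3 (135.9 CPM), *Fabp1* in HFD 4 (2413 CPM), the macrophage genes in Chow 2 (mean log2 level -0.80) and the stellate cell and fibrosis genes in Chow/FGFR4 KD 4 (-0.60) were each apart from their group. With library totals their ratios were 0.521, 0.556, 0.551 and 0.819, under the limit, so the scaling of the library stays a candidate explanation for each. *Gm21897* in HFD 2 (2.90 CPM) stayed apart with library totals (0.887). No biological explanation was tested for these values.

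HFD 4 had a total of 4575975 counts, below the other HFD controls. Added scatter from lower depth was not seen: its genes lay a median of 0.19 (log2, absolute) from the other 3, between the 0.163 of HFD 1 and the 0.201 of HFD 2.

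The effect of KD differed between the diets, by the interaction, for *Tm7sf2* (0.91), *Cyp7a1* (3.01), *Idi1* (1.33) and *Gm21897* (2.42). Scaling between libraries as the whole source is argued against, since library totals moved the median of all genes by -0.13 only, although 0 genes passed the threshold with that scaling and 761 had an unadjusted p under 0.05. Of 100 divisions within each diet, 10 gave as many genes, so chance cannot be left out for the count. For *Gm21897*, 93.3% of the transcript words occur in other genes, and reads from those genes cannot be told apart from its own because the counts do not say which copy a read came from.

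The cholesterol synthesis genes differed between diets by a median of 0.86. Its size did not rest on a single library, with a lowest median of 0.67 without HFD 2. Its call did: in 3 of 16 fits the adjusted p passed 0.05, at 0.0508 without Chow 4, 0.0506 without Chow/FGFR4 KD 2 and 0.0575 without HFD/FGFR4 KD 3. With the clock index in the model the median was 0.84 (unadjusted fry p 0.00528), which argues against a clock phase that differed between libraries as the source of its size, but the list no longer passed the adjustment (adjusted p 0.211). An influence of the diet on the response to FGFR4 loss may underlie the difference, as a hypothesis found and tested on the same libraries. The list of genes around FXR differed by 0.34. Without *Abcb11* its unadjusted p was 0.0578, so that gene may carry the list.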

How the results depend on the processing

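The log2 changes of *Fgfr4* and *Cyp7a1* with KD on HFD and on chow kept their direction and their side of the threshold in every fit run, those without a library included. *Fgfr4* ranged from -3.01 to -2.60 on HFD and from -2.76 to -2.40 on chow when a library was left out. The separation of the diets on component 1 was past its threshold in every setting tried.

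The number of genes changed by KD on HFD was less stable. It was 114 with library totals (33.3% higher), 776 with quality weights and 31 at an adjusted p under 0.05, where the stricter threshold is itself the cause. Leaving out a library gave 89 (without HFD 3) to 622 (without HFD 2). For the other 2, the cause was not tested. The 356 genes and the 776 shared 355.

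With KD on chow the count was 2 with DESeq2, 3 with library totals and 2 with only the groups compared, and from 1 to 2 across the fits without a library. The cause was not tested. With diet, the count was 5324 when no filter was applied, which tests more genes, and 1042 at an adjusted p under 0.05. Leaving out a library gave 2414 to 3011.

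The number of genes that differed in KD effect between the diets was 28 with DESeq2, 7 without the filter, 0 with library totals (761 at an unadjusted p under 0.05), 7 with quality weights, 2 with the replicate block and 1 at an adjusted p under 0.05. It ran from 1 (without HFD 1) to 27 (without HFD/FGFR4 KD 2) when a library was left out. The cause was not tested. Same-numbered libraries do not pair: in 3 of 12 comparisons the correlation of their deviations exceeded 0.1, with a range from -0.29 to 0.24, so the numbers were not used as pairs.

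Of the lists, 6 of 15 were called with library totals, 9 with the replicate block, 40 with camera at a preset correlation and 0 with camera at an estimated correlation. With only the groups compared, 7 of the 13 lists refitted in that way kept their call and 6 became weaker. Leaving out a library gave 8 (without HFD 3) to 17 (without Chow/FGFR4 KD 4). The list of genes around FXR with diet reversed to 0.037 with library totals, a scaling that moved the median of all genes by 0.29. The correlation of diet with KD effects reversed to 0.093 in one division of the HFD controls and moved to -0.33 in another, and leaving out a library gave -0.76 to -0.40, the latter without HFD/FGFR4 KD 1. The cause was not tested.

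Among 36 results for named genes, 39 of 428 values under other settings and 53 of 320 without a library became weaker and none reversed. Among the 15 lists, 40 of 130 and 39 of 136 became weaker. Library totals weakened 14 named-gene results. Removal of Gm42418 and Lars2 and of the GC and length trend were chosen after the data were seen, as was leaving out libraries for the correlation. Depth limits *Fgfr4* in KD libraries, which had 10 to 32 counts, and *Gm21897*, at 4.78 CPM or below on average.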

Other observations

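Chosen only after the result was seen were the tests of shared HFD controls, the clock count and collection time, interferon, adipose tissue, the acute-phase response, the sex of the HFD controls, the hepatocyte share and the 3'UTR word. The rule for the clock count was changed after a first rule had spoken against the clock, and the second test of the word was added after the first.

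Other divisions of the libraries measured how often chance gives as much. For KD on HFD, 3 of the 35 splits gave as many genes, and for KD on chow 8 of the 35 splits did. For diet it was 1 of the 35 splits, the real one. The number of lists changed by KD on HFD was reached in 1 of the 35 splits, the real one, which held 5 lists in these refits and 6 in the full table. The correlation of diet with KD effects was as low in 20 of the 70 assignments. Shared controls alone gave no simulated correlation under -0.48, but the observed value moved to -0.40 without HFD/FGFR4 KD 1. The simulated range is for full KD groups, so it cannot judge the fit without that library. Genes were also drawn independently in it, and the 70 assignments of the real libraries spanned a wider range, from -0.84 to 0.28. With no shared library, where sharing alone would give a value near 0, the mean was -0.38, which speaks against sharing as the whole source, but the 6 orders ranged from -0.60 to 0.09. Shared controls therefore cannot be told apart from an effect of KD, because a single library moves the value and that range includes 0.

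Clock genes differed between the diets, and the libraries may have been collected at different hours, which the labels do not give. With a clock index in the model the cholesterol list kept a median of 0.74 (unadjusted fry p 0.00423, adjusted 0.211) and *Cyp7a1* a log2 change of 2.39 (adjusted p 0.0578), which argues against the clock as the cause of their size. The count with KD on HFD fell to 35 genes, of which 31 were among the 356, against a median of 290.5 with 50 indexes of random genes. Of these, 3 left as few, so the clock may account for part of the calls, and it cannot be told apart from chance among the indexes at this number. With the index the diet comparison fell from 2939 genes to 2 (1075 at an unadjusted p under 0.05), and the macrophage, interferon and male-biased lists no longer passed there (fry adjusted p 0.232, 0.340 and 0.229). Their medians were 1.03, 0.80 and -3.26 with the index, against 1.08, 0.67 and -2.68 without it. These lists thus lost their call without losing much size, whereas the FXR list went from -0.24 to -0.13. The index separated HFD from chow controls (exact two-sided p 0.0286, the smallest this design allows), and a diet effect on the clock cannot be told apart from collection time because each diet forms a group.

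Interferon genes fell with KD on HFD. An interferon response to the siRNA would raise them, so their median of 0.060 on chow does not decide why they fell. Adipose tissue in the HFD controls is argued against by *Adipoq*, whose highest count was 1 there, while *Cfd* reached 137 counts. Male-biased genes fell with HFD. A female mouse is argued against by *Xist* (highest count 1.05) and a lower hepatocyte share by the spread of other cell types, the endothelial genes rising by 0.15 only.

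Acute-phase genes were high in Chow/FGFR4 KD 4. A control library under a KD label is argued against by *Fgfr4* at 2.76 CPM, which does not bear on the diet. Its position on the diet genes was -0.021, among the chow libraries and below every HFD library, the lowest of which was at 0.286. Without this library 1 gene was called again. That fit had fewer KD libraries and so less power, so it cannot decide whether the response hid others. With library totals only, the diet calls were 92.1% higher, and the shift in the median of all genes was 0.19 without Gm42418 and Lars2, so most of the shift remained without these genes.

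*Ndufa5* fell with KD on HFD, and 0.97% of its transcript words occur in other genes, which argues against reads from copies. Genes lower with KD on HFD were lower on chow in 68.7% of cases, and 11 of the 35 splits of the chow libraries gave as high a share, so an effect of the siRNA that does not depend on diet cannot be told apart from chance at this number of libraries.

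Among 16265 words of 7 bases in 3'UTRs, a word was searched for that marks genes falling with KD on HFD, and ATGCTCTA extended it. It occurs in 240 genes and in the *Fgfr4* transcript. Chance is a candidate explanation, as 3 of the 35 splits gave a word as extreme. An siRNA guide that pairs through its seed may also lower these genes: on chow they lay lower than matched lists (one-sided p 0.0064), but 3 of the 35 chow splits moved them as far, and the siRNA sequence was not used here.

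*Fgfr4* was 6.22-fold lower with KD on chow. That is higher than the value quoted from the study above. On HFD it was 6.87-fold lower. That is lower than the value quoted from the study above. *Cyp7b1* and *Cyp2c70* fell with HFD, by 2.54 and 1.65 on the log2 scale.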
